A study of Mus musculus with 47 samples. Its data were reported in "Fast Myosin Binding Protein‐C Is a Vital Regulator in Young and Aged Fast Skeletal Muscle Homeostasis" (2025).

How the data were processed

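Single muscle fibres were taken from the extensor digitorum longus (EDL), a fast-twitch muscle of the lower hindlimb, of FVB/N mice aged 2 to 3 months. Per the labels, 27 fibres were wild type (WT) and 20 lacked Mybpc2 (C2KO), the gene of fast skeletal myosin binding protein C. Each deposited sample is the RNA of 1 fibre, a single multinucleate cell released with collagenase and purified on a column. The labels name 3 WT and 2 C2KO mice without tying any fibre to a mouse.

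The authors deposited 1 table of raw counts per fibre, with whole-number counts for 24421 genes of the mm10 build. Per the file headers, the authors counted read pairs over exons with featureCounts 1.5.2, with strand option 2 and with multi-mapping reads left out, in all 47 files. The submitters' processing notes also name HISAT2 2.0.5, CASAVA 1.4 and FastQC 0.11.2. Whether the library kit kept strand is not given in the sources used here, so counts of genes that overlap on opposite strands are uncertain. Exons of Tmem87a share 212 bases with Ganc on the opposite strand, those of Atp2a1 48 bases with Rabep2, and those of Mb 62 bases with Apol6. A930016O22Rik, whose exons share 451 bases with the opposite strand of Ckm, took 1.68% of all counts and is not described further. Genes with close paralogs, such as Actc1 beside Acta1, were counted from uniquely mapped reads alone.

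Depth ran from 7648762 to 14606631 gene counts per fibre, with a median of 10214951, and 10408 to 13572 genes had a count in each fibre. Atp2a1, Myh4 and Acta1 took 7.88%, 6.71% and 6.63% of all counts. All 1081 pairs of fibres were compared by a chi-square of their counts over genes. The lowest value per degree of freedom was 8.94 within pools and 8.402 across pools, far above the value near 1 of libraries that differ by counting error alone. Intervals on shares of counts are exact Clopper-Pearson intervals at a confidence level of 0.95 and cover counting error only, since PCR copies are not independent molecules.

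Fibres were not treated as replicates. Their raw counts were summed into 5 pools, the largest sets of libraries that the labels separate within a genotype. WT fibres were pooled by sequencing run into WT pool 1 (run 2868, 10 fibres), WT pool 2 (run 2869, 10 fibres) and WT pool 3 (run 0092, 7 fibres). C2KO fibres were pooled by the prefix of the fibre name into 740 with 10 fibres and 2445 with 10. No label says that a prefix is a mouse. Each WT run held fibres with Y-linked counts and fibres with Xist counts, so fibres of more than 1 mouse, while each C2KO prefix held 1 kind. With 3 WT mice the WT pools therefore share mice, and their spread can be smaller than that between mice. The p-values measure the spread between these pools and may be technical. Run was nearly confounded with genotype. All 10 fibres of prefix 2445 and 6 of prefix 740 were in run 0299, 3 of prefix 740 were in run 0296, and 1 was in run 0092, the only run with both genotypes.

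Genes were tested with edgeR 4.0.16 in R 4.3.3, using the quasi-likelihood test (glmQLFit and glmQLFTest) with TMM normalization, filterByExpr and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and a fold over 1.5, the thresholds in the study's methods, while its figure legend for these fibres gives a log-transformed fold threshold of 0.5. Values per pool are TMM-scaled counts per 1e6 counts (CPM), and values per fibre are CPM of all gene counts. Log2 fold changes are C2KO against WT, with the standard error (SE) of the fit.

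Before the data were examined, 32 gene lists were fixed, covering contractile, stress, metabolic and growth genes and markers of the other cell types of muscle. The 29 lists with at least 3 tested members were tested with camera (limma 3.58.1) at a preset correlation of 0.01, with adjustment over the 29 lists. The mitochondrially encoded list had no gene in the files, and the erythrocyte and adipocyte lists had 2 tested members each, so these were not tested. Each list's median was set against 10000 random lists of the same size matched on mean expression. Some members were known from the study's text or its supplementary table for part of these fibres when the lists were fixed, so a list that holds them is not independent of it.

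The rule for named genes was fixed before the data were examined. It took the myosin binding protein C genes Mybpc1, Mybpc2 and Mybpc3 with the myosins Myh1, Myh2, Myh4 and Myh7, and the genes the study's text names for these fibres, Actc1, Phlda3, Tmem87a, Atp13a2 and Apcdd1. It also took up to 8 called genes per direction with a mean of at least 10 CPM and separated pools. For each list discussed it took up to 3 called members, or the 2 most abundant members where none was called. Genes named outside this rule, Gm14295 among them, were chosen after their values were seen.

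The test was checked on simulated counts with 200 changed genes among 12665, drawn from the real means and library sizes in 5 pools of 3 WT and 2 C2KO. The edgeR test recovered 52.2% of 2-fold, 88.1% of 4-fold and 95.5% of 8-fold changes with 8 false calls. The DESeq2 Wald test made 61 false calls on the same simulated pools. With no gene changed, the highest number of edgeR calls in 5 simulated sets was 2. The recovered shares hold for 200 changed genes and do not carry over to the real pools. With 6 genes called there, the adjustment was strict, with Kcnab1 at an edgeR p of 1.85e-05 and an adjusted p of 0.0396. A gene that was not called may therefore still have changed.

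Alternatives fixed before the data were examined were DESeq2 size factors, the DESeq2 1.42.0 Wald test, limma-voom, no low-count filter, no fold threshold, mean log2 CPM (prior count 1) per fibre tested with limma, C2KO pools split by run, tests over the 47 fibres with edgeR or limma-voom, the same with run or with myosin ratios as covariates, leaving out run 0092, leaving out ribosomal RNA, leaving out each pool, and an estimated correlation in camera. A pair was added after seeing the data, namely leaving out 3 C2KO fibres rich in endothelial markers and a covariate made from the ratio of Xist to Ddx3y. Tables were handled with Python 3.11.15 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.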

Results

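RNA of single EDL muscle fibres was profiled to ask how the absence of fast skeletal myosin binding protein C changes gene expression in young fast-twitch muscle. The data comprised 27 WT and 20 C2KO fibres. WT libraries held 7769593 to 14606631 gene counts and C2KO libraries 7648762 to 10517887. The fibres were summed into 3 WT pools by sequencing run (WT pools 1, 2 and 3) and 2 C2KO pools by fibre-name prefix (740 and 2445), which held between 56732442 and 131497320 counts. Of 17153 genes with any count, 12863 entered the test.

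The targeted gene was nearly silent in every C2KO fibre. Mybpc2 (mm10 chromosome 7, 44501699 to 44524669), which encodes the fast isoform of a thick-filament protein that regulates cross-bridges, averaged 9591 CPM ± 624 (SD, n = 3 pools) in WT and 25.6 CPM ± 0.957 (SD, n = 2 pools) in C2KO. It fell by 8.55 on the log2 scale (SE 0.14, edgeR adjusted p = 6.39e-06). Each WT fibre held at least 6563 CPM and no C2KO fibre more than 47.6 CPM, so no label was contradicted. The slow isoform gene Mybpc1 was at 3732 CPM in WT and 3119 CPM in C2KO, a log2 fold change of -0.26 (SE 0.080, edgeR adjusted p = 0.420), which did not pass the test, and it was lower in both C2KO pools than in every WT pool. The cardiac isoform gene Mybpc3 had too few counts to be tested and stayed at or below 0.302 CPM in WT fibres and 0.332 CPM in C2KO fibres. The list of myosin binding protein C paralogs passed camera as lower (median -0.26, camera adjusted p = 2.10e-76, adjusted p = 0.00924 with an estimated correlation), but it holds the deleted gene, which fixes that outcome. Of its other tested members Mybpc1 was lower and Mybph higher (0.34, SE 0.54), neither called.

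Besides Mybpc2, 5 genes passed the test, 3 higher and 2 lower in C2KO. Actc1, the cardiac alpha-actin that skeletal muscle expresses during development (chromosome 2, 114047289 to 114052811), rose 6.61-fold from 321 CPM ± 64.5 (SD, n = 3 pools) to 2120 CPM ± 203 (SD, n = 2 pools), with a log2 fold change of 2.72 (SE 0.17, edgeR adjusted p = 0.0160). Phlda3, a p53 target that restrains Akt signalling (chromosome 1), rose 10.7-fold from 9.73 CPM ± 3.46 (SD, n = 3 pools) to 105 CPM ± 13.97 (SD, n = 2 pools), with a log2 fold change of 3.42 (SE 0.30, edgeR adjusted p = 0.0396). Apcdd1, a membrane inhibitor of Wnt signalling (chromosome 18), fell by 2.32 on the log2 scale (SE 0.17, edgeR adjusted p = 0.0285), from 11.0 CPM in WT to 2.19 CPM in C2KO. Kcnab1, an accessory subunit of voltage-gated potassium channels (chromosome 3), fell by 1.30 (SE 0.11, edgeR adjusted p = 0.0396), from 20.2 to 8.19 CPM. The predicted gene Gm14295 rose from 0.0451 to 1.69 CPM (log2 fold change 5.15, SE 0.43, edgeR adjusted p = 0.0396), a level of few counts. Both C2KO pools lay beyond all 3 WT pools for each of these genes.

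The genes differed in how far single fibres of the genotypes overlapped. Phlda3 ran from 3.11 to 23.002 CPM across WT fibres and from 70.5 to 150 CPM across C2KO fibres, with no overlap. Actc1 ran from 4.12 to 1234 CPM in WT fibres and from 359 to 4174 CPM in C2KO fibres, with medians of 72.3 and 1992 CPM. Part of the spread in WT followed sex-linked genes, a split made after the values were seen. The 15 WT fibres with over 10 counts of Y-linked genes alone had a median of 30.5 CPM and at most 218 CPM, and the 11 with over 10 counts of Xist alone a median of 708 CPM. The medians of the 10 C2KO fibres of either kind were 1984 and 1992 CPM. Each WT pool mixed both kinds, so the SD between WT pools and the SE of the Actc1 fold leave this difference out. The fold from the pools averages over both kinds of WT fibre. The close paralog of Actc1, the adult skeletal alpha-actin Acta1, had pool medians of 61613 to 72369 CPM per fibre. Kcnab1 ran from 3.402 to 35.4 CPM in WT fibres and from 0.523 to 15.1 CPM in C2KO fibres.

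**Figure D1:**
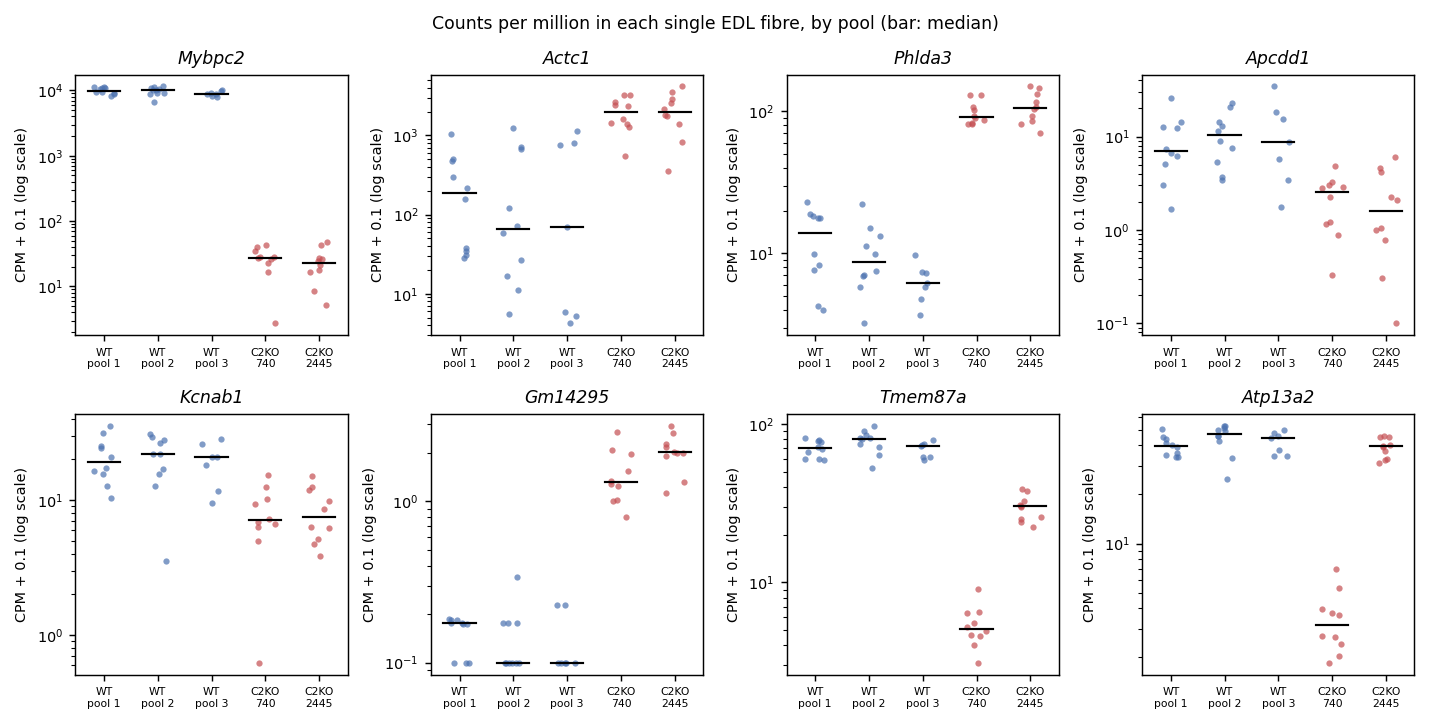
CPM in each fibre for 8 genes, on log axes with 0.1 added, by pool; each point is 1 fibre and each bar is the pool's median. WT pools are blue and C2KO pools red. Mybpc2, Phlda3, Gm14295 and Tmem87a separate the genotypes in every fibre, for Phlda3 with 23.002 CPM as the highest WT and 70.5 CPM as the lowest C2KO value. Tmem87a and Atp13a2 also differ between the 2 C2KO pools.

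Calls other than Mybpc2 were sensitive to which pools entered, and that of Gm14295 also ended with limma-voom on the pools. Leaving out WT pool 1 or WT pool 2 ended all 5 calls, and leaving out WT pool 3 ended those of Phlda3, Apcdd1, Kcnab1 and Gm14295, while leaving out C2KO pool 740 ended that of Kcnab1. The directions held, with Actc1 between 2.63 and 2.90 and Phlda3 between 3.19 and 3.69 on the log2 scale. Without a correction for the number of genes, 797 genes were higher and 531 lower at p under 0.05. Pools of the genotypes did not overlap for 27.6% of tested genes, against 20% expected by chance.

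Within run 0092, which is WT pool 3 and the only run with both genotypes, 7 WT fibres stood against 1 C2KO fibre. Phlda3 was at 103 CPM in that C2KO fibre and at 3.56 to 9.60 CPM in the WT fibres, and Mybpc2 at 2.61 against 7958 to 10246 CPM. Kcnab1 was at 0.523 CPM there against 9.41 to 28.4 CPM. Apcdd1 was at 0.784 CPM against 1.64 to 34.3 CPM. Actc1 was at 546 CPM in the C2KO fibre, which had Y-linked counts, against 4.12 to 68.7 CPM in the 4 WT fibres with Y-linked counts and 757 to 1124 CPM in the 3 with Xist. With run as a covariate over the 47 fibres, which rests the genotype on this run, Actc1 had a log2 fold change of 0.50 (edgeR adjusted p = 0.949) and Apcdd1 -3.93 (edgeR adjusted p = 0.336). Phlda3, Kcnab1, Gm14295 and Mybpc2 stayed called, Kcnab1 at -5.12 instead of -1.31 without that covariate.

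A pair of genes that the study names as lower in male fibres, Tmem87a and Atp13a2, differed between the C2KO pools and did not pass the test. All fibres of pool 740 had Y-linked counts and all fibres of pool 2445 had Xist counts, while each WT pool held both kinds. Pool 2445 and the WT pools are therefore not the male groups of the study. Pool 740 may be its C2KO group, which no label states. Tmem87a, a Golgi and plasma membrane protein gene on chromosome 2, was at 71.97 CPM ± 4.89 (SD, n = 3 pools) in WT, 5.14 CPM in C2KO pool 740 and 31.4 CPM in C2KO pool 2445 (log2 fold change -1.98, SE 0.68, edgeR adjusted p = 0.443). Tmem87a was lower in both C2KO pools than in every WT pool, and lower in each C2KO fibre (at most 38.8 CPM) than in each WT fibre (at least 52.9 CPM). Atp13a2, a lysosomal polyamine transporter gene on chromosome 4, was at 41.999 CPM ± 2.28 (SD, n = 3 pools) in WT, 3.31 CPM in pool 740 and 40.9 CPM in pool 2445 (log2 fold change -0.93, SE 0.86, edgeR adjusted p = 0.743), and its pools and fibres overlapped between the genotypes. With pool 740 as the only C2KO pool, assumed to vary like the others, Atp13a2 was called at -3.66 and Tmem87a at -3.80 (edgeR adjusted p = 0.00100 each). With pool 2445 alone they were at -0.038 and -1.20 and not called. Over all alternatives the adjusted p ran from 9.26e-08 to 0.952 for Atp13a2 and from 3.00e-12 to 0.855 for Tmem87a.

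All fibres of both genotypes carried the myosin profile of type IIb fibres. Myh4, the type IIb heavy chain gene, made up 99.5% ± 0.103 (SD, n = 3 pools) of the Myh1, Myh2, Myh4 and Myh7 counts in WT and 99.6% ± 0.0264 (SD, n = 2 pools) in C2KO. The difference of 0.140 percentage points did not pass a 2-sided exact permutation test (p = 0.2), whose smallest possible p is 0.1. The lowest fibre, a WT fibre, was at 99.3% (Clopper-Pearson interval 99.3% to 99.3%). Myh4 had a log2 fold change of 0.12 (SE 0.093), Myh1, the type IIx gene, -0.14 (SE 0.20), and Myh2, the type IIa gene, -0.64 (SE 0.26), with edgeR adjusted p of 0.694, 0.853 and 0.480. Myh7, the slow heavy chain gene, had too few counts to be tested and stayed at or below 0.173 CPM in every fibre.

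Among the fixed gene lists, 10 passed camera as higher in C2KO at the preset correlation, and none of these 10 passed with an estimated correlation. A lost call does not by itself show that members are correlated. For the polyamine list the estimate was -0.0157, below the preset 0.01, yet its unadjusted camera p went from 0.00036 to 0.034. The estimates of the others were above the preset. All 21 tested members of the atrophy list had a positive log2 fold change, with a median of 0.41 (camera adjusted p = 4.30e-09, adjusted p = 0.372 with an estimated correlation), above all 10000 matched random lists. No member was called over all genes, and 1 was called adjusted over the list alone. Trim63, which encodes the muscle ubiquitin ligase MuRF1, was at 612 CPM in WT and 1141 CPM in C2KO (log2 fold change 0.90, SE 0.21, edgeR adjusted p = 0.395), and the autophagy receptor gene Sqstm1 at 899 and 1060 CPM (0.24, SE 0.099, edgeR adjusted p = 0.486). Fbxo32, which encodes the ubiquitin ligase atrogin-1, was at 332 and 480 CPM (0.53, SE 0.14), and the metallothionein gene Mt1 at 657 and 1064 CPM (0.70, SE 0.21), neither called. With run as a covariate over fibres the list kept its call, with a median of 0.40 (camera adjusted p = 0.0146).

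**Figure D2:**
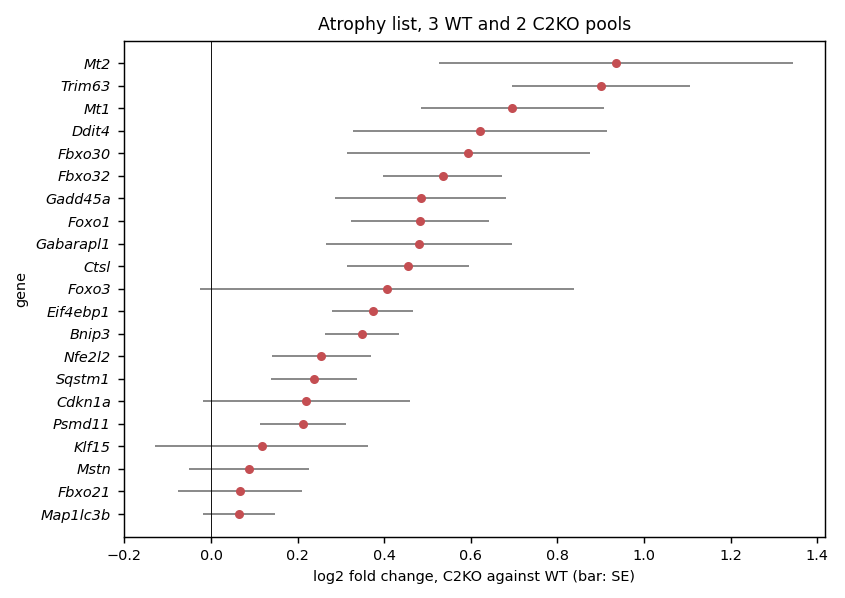
Log2 fold change of each tested atrophy gene, C2KO against WT, from 3 WT and 2 C2KO pools; each point is a gene and bars are the SE of the edgeR fit. All 21 points lie above 0, from 0.064 for Map1lc3b to 0.94 for Mt2, and no gene was called over all genes tested.

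Polyamine and growth-factor genes were also higher as sets. In the polyamine list 6 of 9 members were higher, with a median of 0.36 (camera adjusted p = 0.00150, adjusted p = 0.372 with an estimated correlation), and 2 were called adjusted over the list alone. Smox, spermine oxidase, was at 113 CPM in WT and 205 CPM in C2KO (log2 fold change 0.85, SE 0.22, edgeR adjusted p = 0.412), and the antizyme gene Oaz2 at 215 and 194 CPM. Spermine synthase, Sms, was at 106 and 155 CPM (0.55, SE 0.11). In the growth-factor and angiogenic list 13 of 16 members were higher, with a median of 0.26 (camera adjusted p = 0.000255, adjusted p = 0.456 with an estimated correlation), and 2 were called adjusted over the list alone. Vegfa, the vascular endothelial growth factor gene, was at 127 CPM in WT and 193 CPM in C2KO (0.60, SE 0.23, edgeR adjusted p = 0.459), and Smad3 at 104 and 109 CPM. The platelet-derived growth factor gene Pdgfb was at 5.47 and 17.1 CPM (1.64, SE 0.32) and the transforming growth factor receptor gene Tgfbr2 at 5.02 and 14.7 CPM (1.55, SE 0.24), neither called over all genes. At least 6 members of this list and 2 of the polyamine list were known from the study's supplementary table for part of these libraries when the lists were fixed, so neither direction is independent evidence. With run as a covariate the growth-factor list kept its call at a median of 0.65. The polyamine list did not, at a median of 0.61 (camera adjusted p = 0.171). The growth-factor median also depended on the C2KO pools. It was 0.13 without C2KO pool 740, where the list lost its call, and 0.24 without C2KO pool 2445, where it did not, against 0.26 with both.

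Fatty-acid oxidation, proteasome, unfolded-protein response and p53 target genes were higher by smaller amounts. In the fatty-acid oxidation list 18 of 22 members were higher (median 0.15, camera adjusted p = 0.00220, adjusted p = 0.518 with an estimated correlation), and 1 was called adjusted over the list alone. Its most abundant members, the acyl-CoA dehydrogenase gene Acadvl and the trifunctional protein gene Hadhb, were at 244 and 202 CPM in WT and at 252 and 227 CPM in C2KO. The fatty-acid binding protein gene Fabp3, which is in the same table, was at 52.1 and 81.3 CPM (log2 fold change 0.64, SE 0.096). In the proteasome list 21 of 25 members were higher (median 0.12, camera adjusted p = 0.0145, adjusted p = 0.621 with an estimated correlation), with none called on either basis. Psmd2 and Psmc3, subunits of its regulatory particle, had log2 fold changes of -0.068 and 0.033, and the catalytic subunit gene Psmb5 0.56 (SE 0.094). In the unfolded-protein response list 15 of 18 members were higher (median 0.097, camera adjusted p = 0.0417, adjusted p = 0.456 with an estimated correlation), with none called on either basis. The chaperone gene Hspa5 was at 250 CPM in WT and 317 CPM in C2KO (0.34, SE 0.084, edgeR adjusted p = 0.399), and Calr at 173 and 177 CPM. In the p53 target list 10 of 15 members were higher (median 0.099, camera adjusted p = 0.0215, adjusted p = 0.456 with an estimated correlation), and Phlda3 was the only member called on either basis. Its other members did not pass, among them Cdkn1a at 0.22 (SE 0.24) and Mdm2 at 0.099 (SE 0.097). With run as a covariate the fatty-acid oxidation list kept its call (median 0.35), while the p53 target, proteasome and unfolded-protein response lists did not (medians 0.26, 0.046 and 0.0030). Against matched random lists, the fatty-acid oxidation and proteasome medians lay above 99.8% and 99.6% of them. Each of this pair of lists kept its call under 15 of 20 alternatives and lost it under 5. The alternative without a fold threshold is left out of such tallies, since it cannot change a list. Without WT pool 1 their medians were 0.078 and 0.067 (camera adjusted p = 0.0571 and 0.154). With myosin ratios over fibres the proteasome median was -0.021. The unfolded-protein response and p53 target medians, above 96.5% and 94.1%, stayed inside the central 95%. These lists lost their calls under 7 and 10 of 20 alternatives.

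**Figure D3:**
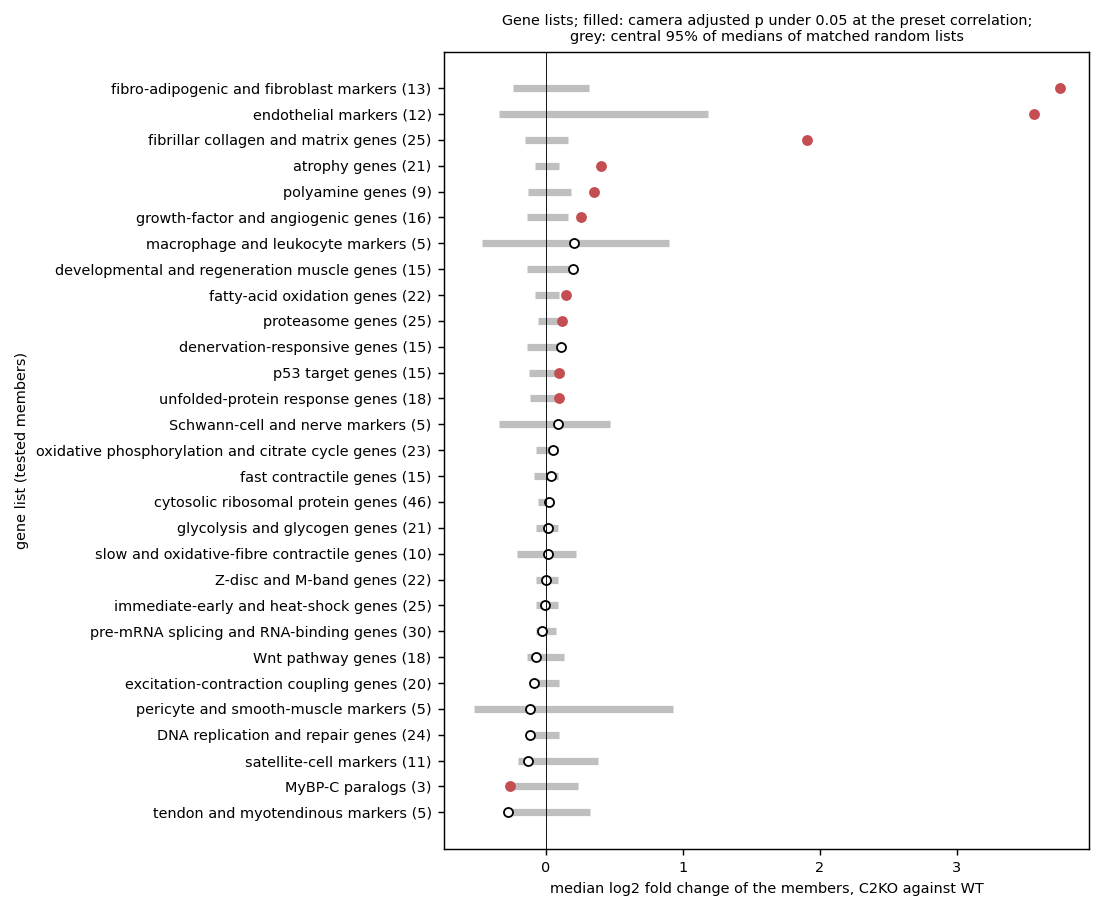
Median log2 fold change, C2KO against WT, of the tested members of 29 gene lists; filled red points passed camera at the preset correlation, open points did not, and grey bars span the central 95% of medians of matched random lists. Markers of fibroblasts and endothelium and matrix genes lie far right, at medians of 3.76, 3.57 and 1.91, and the atrophy list lies at 0.41.

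Matrix, fibroblast and endothelial genes had the largest list medians, with the highest values in C2KO pool 740. The fibrillar collagen and matrix list had a median of 1.91 with 22 of 25 members higher (camera adjusted p = 1.37e-07, adjusted p = 0.518 with an estimated correlation). The fibro-adipogenic and fibroblast marker list had a median of 3.76 with 12 of 13 higher (camera adjusted p = 1.19e-06, adjusted p = 0.456 with an estimated correlation), and the endothelial marker list 3.57 with 12 of 12 higher (camera adjusted p = 1.08e-07, adjusted p = 0.456 with an estimated correlation). No member was called over all genes, and 7 endothelial members were called adjusted over the list alone. The matrix and fibroblast lists share 4 members. The actin-severing protein gene Gsn was at 12.5 CPM in WT, 376 CPM in C2KO pool 740 and 26.4 CPM in pool 2445, and the matrix protein gene Sparc at 30.8, 106 and 23.6 CPM. The most abundant members of these lists also included Smoc2, at 95.6 CPM in WT and 71.7 CPM in C2KO, and P4ha1, at 66.1 and 69.6 CPM. The endothelial members Fabp4 and Ly6c1 did not exceed 1.46 and 2.07 CPM in any WT fibre and reached 33.4 and 25.2 CPM in a C2KO fibre.

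In 3 C2KO fibres, all of prefix 740, the endothelial markers summed to 37.9, 142 and 148 CPM, against at most 6.62 CPM in any WT fibre. These were the fibres over a cutoff of 20 CPM. A C2KO fibre of prefix 2445, at 13.97 CPM, also lay above every WT fibre but was kept. Without these 3 fibres, an alternative chosen after seeing the data, the matrix list had a median of 0.31 (camera adjusted p = 0.161) and the endothelial list 0.094 (camera adjusted p = 0.730). Neither passed, and the fibro-adipogenic list passed at 0.81 (camera adjusted p = 0.0318). The atrophy list was then at 0.49, the polyamine list at 0.54 and the growth-factor list at 0.28, and the calls of all 6 genes were kept. Over all alternatives the adjusted p ran from 7.45e-17 to 0.571 for the matrix list, from 1.91e-10 to 0.968 for the fibro-adipogenic list and from 1.70e-22 to 0.730 for the endothelial list.

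**Figure D4:**
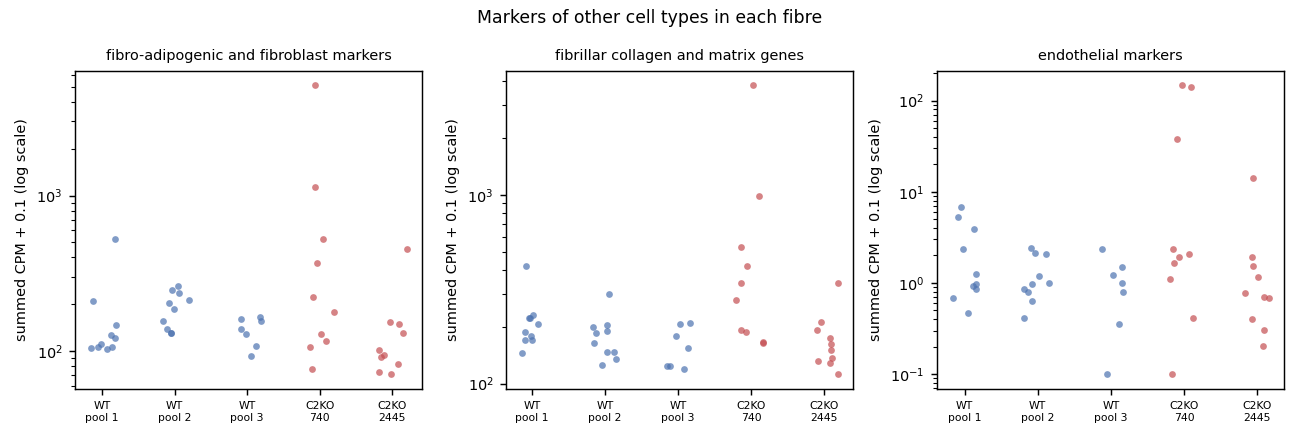
Summed CPM of 3 marker lists in each fibre, on log axes with 0.1 added, by pool; each point is 1 fibre, WT in blue and C2KO in red. The highest points, up to 5130 CPM of fibroblast markers and 148 CPM of endothelial markers, belong to C2KO pool 740.

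The contractile apparatus itself did not pass as a set in either direction. The fast contractile list had a median of 0.036 (camera adjusted p = 0.523), and Atp2a1, the fast sarcoplasmic reticulum calcium pump gene, was at 81359 CPM in WT and 73009 CPM in C2KO (log2 fold change -0.16, SE 0.12). The slow contractile list had a median of 0.015 (camera adjusted p = 0.966), with Mb, the myoglobin gene, at 79.1 and 52.95 CPM (-0.58, SE 0.22, edgeR adjusted p = 0.462). The Z-disc and M-band list had a median of 0.00015 (camera adjusted p = 0.523). In the excitation-contraction coupling list 13 of 20 members were lower (median -0.082, camera adjusted p = 0.0530). The list passed as lower under 7 of 20 alternatives, with camera adjusted p from 0.0174 to 0.503 over all of them. Its members included the calcium release channel gene Ryr1, at 1490 CPM in WT and 1033 CPM in C2KO, and the calcium channel gene Cacna1s, at 1016 and 822 CPM, neither called. In the developmental list, which holds Actc1, 8 of 15 members were higher (median 0.20, camera adjusted p = 0.0578). Adjusted over the list alone 2 were called higher and 1 lower, while the embryonic myosin gene Myh3 (-2.10, SE 0.82) and the perinatal myosin gene Myh8 (-0.40, SE 0.20) were not called over all genes. The denervation list had a median of 0.11 (camera adjusted p = 0.998).

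The remaining lists did not pass either, although 10 of the 18 lists that did not pass in the pools did so under at least 1 alternative. Camera adjusted p was 0.347 for glycolysis and glycogen (median 0.017), 0.199 for oxidative phosphorylation and the citrate cycle (0.053), 0.812 for cytosolic ribosomal proteins (0.026), 0.883 for splicing and RNA-binding genes (-0.027) and 0.523 for DNA replication and repair (-0.11). The oxidative phosphorylation list passed as higher under 5 of 20 alternatives, among them run as a covariate at a median of 0.46 (camera adjusted p = 6.14e-11). Its camera adjusted p reached 0.946 under another. The immediate-early and heat-shock list was at -0.0078 (camera adjusted p = 0.812), with the transcription factor genes Egr1 at 1458 and 1556 CPM and Junb at 874 and 852 CPM in WT and C2KO. The Wnt list, which holds Apcdd1, was at -0.068 (camera adjusted p = 0.116), and adjusted over the list alone 1 member was called higher and 1 lower. Lgr4, a receptor that enhances Wnt signalling, was at 6.87 CPM in WT and 26.8 CPM in C2KO (log2 fold change 1.97, SE 0.41) and not called over all genes. Of the other cell types, satellite-cell (median -0.13), pericyte (-0.11), macrophage (0.20), Schwann-cell (0.090) and tendon (-0.28) markers had camera adjusted p of 0.883, 0.852, 0.523, 0.883 and 0.0578. The tendon list had 1 member called lower adjusted over the list alone. Median, mean and test direction differed in sign for the slow contractile, Z-disc, immediate-early, satellite-cell, pericyte and Schwann-cell lists.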

Values the study reported

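The study re-examined male single EDL fibres with 10 fibres in each group and reported 956 differentially expressed genes, of which 621 were up and 335 down in the knockout. It named Actc1 and Phlda3 among the most increased and Tmem87a, Atp13a2 and Apcdd1 among the most decreased. By antibody staining of EDL sections it found 12.8% fewer type IIb fibres in the knockout.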

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

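The endothelial-marker and Xist alternatives were chosen after seeing the data. Mybpc2 was called under all 20 alternatives that gave it a value, between -11.69 and -8.43, and the Myh4 share difference stayed between 0.0986 and 0.204 percentage points. Of 617 values of the 33 named genes, 530 kept their direction and side of the threshold, 22 lost a call, 35 gained one and 30 reversed. Of 215 values of the 11 called lists, 166 kept both, 46 lost the call and 3 reversed. Higher and lower calls numbered 3 and 3 in the pools, 313 and 172 over 47 fibres with edgeR, and 246 and 228 with limma-voom, where fibres that share a mouse count as separate. Over fibres they were 27 and 14 with run as a covariate, 397 and 154 with myosin ratios and 290 and 174 with the Xist ratio. In the pools they were 133 and 64 with the DESeq2 Wald test, 6 and 5 without the low-count filter, 6 and 5 on mean log2 CPM, 6 and 6 with C2KO pools split by run, 1 and 1 without run 0092, where Phlda3, Apcdd1, Kcnab1 and Gm14295 lost their calls, 4 and 4 with limma-voom, where Gm14295 did, and 5 and 4 without the fibres rich in endothelial markers. Leaving out each pool gave 0 to 318 higher and 1 to 40 lower calls, with a lone C2KO pool assumed to vary like the others. The count of 318 came with pool 740 alone. DESeq2 size factors, no fold threshold and leaving out ribosomal RNA kept 3 and 3. The lists called numbered 11. With run 6 were called, 4 of them among the 11, with myosin ratios 7, of which 6 were among the 11, and with an estimated correlation 1 of the 11.

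The direction of some named genes that were not called reversed. Egr1 was at -0.012 with limma-voom, -0.15 with C2KO pools split by run and -0.044 without run 0092, and Junb at 0.027 on mean log2 CPM. With run as a covariate, Calr was at -0.034, Egr1 at -0.067, Hspa5 at -0.082, Mb at 0.44, Myh1 at 0.65, Myh4 at -0.041, Psmc3 at -0.23 and Sparc at -0.34. With myosin ratios, Acadvl was at -0.024, Myh1 at 0.20, Myh2 at 0.20 and Psmc3 at -0.17, and the myosins enter that covariate. The fibro-adipogenic list turned lower by camera over fibres, with medians of 0.089 by limma-voom, -1.17 with run and 1.99 with the Xist ratio, where fewer of its genes pass the filter. Over left-out pools, Acadvl ran from -0.018 to 0.12, Calr from -0.016 to 0.088, Egr1 from -0.63 to 0.58, Junb from -0.71 to 0.42, Myh1 from -0.38 to 0.078, Oaz2 from -0.38 to 0.054, Psmc3 from -0.061 to 0.13, Psmd2 from -0.16 to 0.024, Smad3 from -0.076 to 0.23 and Sparc from -0.38 to 1.79. Other causes were not tested. No fibre fell below the planned depth minimum, so the alternative without shallow fibres was not run. Genes near 1 CPM, such as Gm14295, rest on few counts.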

Other observations

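The genes singled out here, the tests of chromosome 2, of other-cell markers and of genes at an unadjusted p under 0.05 by run or near Mybpc2, the count of called genes on chromosome 7, the split by sex-linked genes, and the alternatives with the endothelial-rich fibres or Xist, were chosen after the results were seen.

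The 2 C2KO pools differed from each other in many genes. Among 6048 genes with a mean of at least 10 CPM, 97 were over 2-fold apart between pools 740 and 2445, against 48 to 65 between pairs of WT pools. The inducible heat-shock gene Hspa1a was at 2.00 CPM in pool 2445, with no fibre above 5.55 CPM, and at 81.5 CPM in pool 740 and 45.6 to 53.6 CPM in the WT pools. A few fibres carry the higher values, with 0.403 to 349 CPM and a median of 19.6 CPM over the fibres of pool 740, and WT medians of 14.3, 10.3 and 21.8 CPM beside 1.47 CPM in pool 2445. Its neighbour Hspa1b was at 3.29 CPM in pool 2445 and 147 CPM in pool 740, and the co-chaperone gene Dnajb1 at 11.5 and 78.3 CPM. Among the genes higher in pool 740 were the chemokine gene Ccl2 at 110 CPM against 6.13 CPM in pool 2445 and at most 2.03 CPM in a WT pool, Cxcl1 at 163 against 7.20 CPM, and the cyclooxygenase gene Ptgs2 at 48.4 against 1.11 CPM. These genes were high in the 3 fibres of that pool rich in endothelial markers, with Ccl2 at a mean of 354 CPM there and 2.22 CPM in the other 7 fibres, Cxcl1 at 497 and 16.1 CPM and Ptgs2 at 144 and 5.73 CPM. Ddx23, an RNA helicase gene of the spliceosome, was at 70.4 CPM in pool 2445 and at 2.51 to 5.44 CPM in the other pools. Rpl29, a ribosomal protein gene with many processed copies, ran from 7.85 to 17.5 CPM in the fibres of pool 740 and did not exceed 0.475 CPM in any other fibre. No test was run on these differences, since each pool stands once.

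Sex-linked genes split the C2KO pools as well. All 10 fibres of prefix 740 had over 10 counts of Y-linked genes and none had over 10 of Xist, while all 10 of prefix 2445 had over 10 of Xist and none over 10 of Y-linked genes. Each WT run held both kinds, with 16 of 27 WT fibres over 10 counts of Y-linked genes, 12 over 10 of Xist and 1 over both. Tmem87a and Atp13a2, named in the study for male fibres, were lowest in pool 740. At a fold over 1.5, limma-voom over all 47 fibres called 474 genes. This is not comparable with the count quoted from the study above, which used other numbers of fibres and, by its figure legend, a log-transformed fold threshold of 0.5.

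The WT runs also differed from each other. With single fibres taken as replicates in edgeR, 251 genes were called between WT pools 1 and 2, 146 between pools 1 and 3 and 96 between pools 2 and 3. These counts overstate the evidence, since fibres share mice and each run stands once. The runs also differ in their fibres with Y-linked and Xist counts, 5 and 6 in pool 1, 7 and 3 in pool 2 and 4 and 3 in pool 3. With pool 740 set against WT pool 1 and pool 2445 against WT pool 2, 35 genes were over 2-fold apart with the same sign in both and 8 with opposite signs. With these WT pools exchanged, 16 had the same sign and 1 had opposite signs.

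The called genes are the pattern with most at stake. Different fibre types in the genotypes would shrink them under myosin covariates, but over fibres the median absolute log2 fold change stayed at 102% of its value, which argues against fibre type as the cause. Of the other 5 called genes 0 lie on chromosome 7, which argues against sequence carried along with the targeted locus as their cause. That 0 of 144 tested genes within 10 Mb of Mybpc2 were called, a ratio of 0 to the rest of the genome, decides nothing, since 0.0566 were expected. At an unadjusted p under 0.05 the share near the locus was 1.08 times that elsewhere (upper 95% limit 1.71), which argues against it for that wider set. Over fibres 9 of 144 were called (ratio 1.67, upper limit 3.17, Fisher's exact p = 0.120), so a part in genes near the locus stays open. With run as a covariate over fibres Phlda3, Kcnab1, Gm14295 and Mybpc2 stayed called, and all 6 called genes had the same sign within run 0092. The folds moved, for Phlda3 from 3.35 (SE 0.19) to 4.08 (SE 0.48), for Gm14295 from 4.86 (SE 0.29) to 5.00 (SE 0.92) and for Kcnab1 from -1.31 (SE 0.21) to -5.12 (SE 1.13), where the C2KO fibre of that run has the lowest Kcnab1 value of all fibres. Actc1 went from 2.73 (SE 0.52) to 0.50 (SE 1.82) and Apcdd1 from -2.30 (SE 0.35) to -3.93 (SE 1.75), with wider errors for both. The fold of Actc1 sets a C2KO fibre with Y-linked counts at 546 CPM against WT fibres of both kinds, with means of 20.9 CPM for the 4 with Y-linked counts and 894 CPM for the 3 with Xist. Run stays open as a cause, since these comparisons rest on the only C2KO fibre of that run, and the 100% of genes called without run 0092 that keep their sign within it are 2 genes, Mybpc2 among them. Of 1052 genes at an unadjusted p under 0.05 in that fit, 72.5% kept it, against 41.3% to 56.0% for the WT fibres of that run each set against the other 6. Only 1 of the 10 splits of the 5 pools called as many genes as the real 6, and the highest other called 0, but 10 splits are too few for a share under 0.05.

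The rise of matrix, fibroblast and endothelial markers may be RNA of other cells attached to a few C2KO fibres. Without the 3 fibres of prefix 740 rich in endothelial markers, 21.6% of the fibro-adipogenic list's median log2 fold change was kept, as that explanation needs, although these fibres were chosen for related markers. Of the tested markers, 5 of 13 fibro-adipogenic and 0 of 12 endothelial genes reached a mean of 1 CPM in WT fibres, and the washes of each fibre would remove loose cells. The matrix and endothelial lists kept 16.4% and 2.64% of their medians and did not pass without those fibres. The endothelial value decides nothing, since the fibres were picked for those same markers. A change within the knockout muscle stays open for each of these lists. The fibroblast list still passed at 0.81, and the matrix list kept a median of 0.31 although it did not pass. These values still include a fibre of prefix 2445 with 13.97 CPM of endothelial markers, more than any WT fibre, so they do not exclude RNA of other cells. The summed fibroblast markers of the median fibre were at 97.5 CPM in pool 2445, below the medians of 117, 194 and 138 CPM of the WT pools. In pool 740, with those 3 fibres included, the median was 201 CPM, above the medians of the WT pools. Single fibres outside those 3 reached 453 CPM in pool 2445 and 366 CPM in pool 740, against up to 522 CPM in WT.

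Genes that differed between the genotypes were frequent on chromosome 2, which holds Actc1, Tmem87a and Gm14295. Of its 812 genes with a mean of at least 1 CPM, 18.3% had an unadjusted p under 0.05 against 10.8% over all chromosomes, a ratio of 1.70, with 79 higher and 70 lower. An extra or missing copy would move them together, but their median log2 fold change was -0.028, which argues against it. A stretch that differs by descent between the mice is a candidate explanation that these tests do not tell apart from chance clustering. A rotation of the genes along the genome gave p = 0.0157 for chromosome 2 alone. It gave p = 0.712 for the highest ratio of 20 chromosomes and p = 0.115 in a standardized form added after the former was seen. These rotations score whole chromosomes, so they do not test a stretch. Along chromosome 2 the genes at an unadjusted p under 0.05 were unevenly spread, which was not tested. They were 26 of 80 in the bin starting at 120 Mb and 22 of 86 at 150 Mb, but 3 of 40 at 70 Mb and 0 of 6 at 40 Mb. Among genes over 2-fold apart between a pair of pools, the ratio was 1.54 for pool 740 against WT pool 1 and 1.60 for pool 2445 against WT pool 2, and 1.04 between WT pools 1 and 2, 1.26 between pools 1 and 3 and 1.11 between the C2KO pools. Other chromosomes reached such ratios without a difference in genotype, with 1.54 for chromosome 10 between WT pools 1 and 2, 1.72 for chromosome 14 between pools 1 and 3 and 1.74 for chromosome 15 between the C2KO pools. Over the highest of 20 chromosomes the rotation p was 0.9499 and 0.514 for the first 2 contrasts, and a difference between sequencing runs stays open because the run with most C2KO fibres holds no WT fibre.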
